# Transcriptome-wide mapping reveals a diverse dihydrouridine landscape including mRNA

**DOI:** 10.1371/journal.pbio.3001622

**Published:** 2022-05-24

**Authors:** Austin S. Draycott, Cassandra Schaening-Burgos, Maria F. Rojas-Duran, Loren Wilson, Leonard Schärfen, Karla M. Neugebauer, Sigrid Nachtergaele, Wendy V. Gilbert

## Abstract

Dihydrouridine is a modified nucleotide universally present in tRNAs, but the complete dihydrouridine landscape is unknown in any organism. We introduce dihydrouridine sequencing (D-seq) for transcriptome-wide mapping of D with single-nucleotide resolution and use it to uncover novel classes of dihydrouridine-containing RNA in yeast which include mRNA and small nucleolar RNA (snoRNA). The novel D sites are concentrated in conserved stem-loop regions consistent with a role for D in folding many functional RNA structures. We demonstrate dihydrouridine synthase (DUS)-dependent changes in splicing of a D-containing pre-mRNA in cells and show that D-modified mRNAs can be efficiently translated by eukaryotic ribosomes in vitro. This work establishes D as a new functional component of the mRNA epitranscriptome and paves the way for identifying the RNA targets of multiple DUS enzymes that are dysregulated in human disease.

## Abstract 2

This study presents dihydrouridine sequencing (D-seq) for transcriptome-wide mapping of this RNA modification with single-nucleotide resolution, revealing dihydrouridine at new locations across the yeast transcriptome that suggest a broad role in folding functional RNA structures.

## Introduction

Dihydrouridine (D) is a modified version of uridine that is installed by dihydrouridine synthase (DUS) enzymes in all domains of life. It is of great interest to determine the locations of D modifications because elevated expression of DUS and elevated D levels in tumors are associated with worse outcomes for patients in lung [1], liver [2], and kidney [3,4] cancer. DUS target sites in tRNAs are best characterized in budding yeast [5,6] and include multiple positions within the eponymous D loop as well as sites in the variable loops of some tRNAs. D has also been detected in the genomic RNA of Dengue, Zika, Hepatitis C, and Polio viruses [7], but the specific locations are unknown. It is likely that DUS modify additional classes of cellular RNA as recently discovered for other tRNA-modifying enzymes [8]. Notably, DUS1 and DUS3 cross-link to mRNA in both yeast and human cells [9,10] suggesting their potential to modify mRNA target sites.

The D modification is a reduction of the C5-C6 double bond in uridine that has multiple effects on RNA structure. First, D subtly distorts the pyrimidine ring [11] causing destacking of bases in oligonucleotides [12]. D also disrupts the orientation of N3 and O4 in the pyrimidine ring, weakening Watson–Crick base pairing, which likely contributes to the 3 to 5°C reduction in melting temperature of RNA duplexes containing a D [13]. More significantly, D substantially destabilizes the typical C3′-endo conformation of the ribose thereby favoring the C2′-endo conformation in a D nucleotide by 5.3 kcal/mol and in the nucleotide 5′ of D by 3.6 kcal/mol [12]. These changes to the RNA backbone conformation strongly disfavor RNA helical geometry [14] and allow for greater flexibility in RNAs. NMR studies of modified and unmodified versions of the tRNA D loop illustrate the consequences of this effect for RNA folding: The unmodified D loop adopts several conformations that rapidly interconvert, whereas the modified RNA folds into a hairpin with a stable stem and the D in a flexible loop region [15]. Thus, dihydrouridylation of RNA is expected to have large effects on RNA structure.

Profound alteration of RNA conformation and structure by D would be expected to affect multiple steps in mRNA metabolism depending on the location of the D nucleotide. For example, D antagonizes formation of RNA duplexes [13,14], which are required for pre-mRNA splicing (due to base-pairing between splice sites and U1, U2, and U6 small nuclear RNAs (snRNAs)) and for regulation by micro RNAs (miRNAs) (due to base-pairing between target mRNA and miRNA). Intramolecular RNA secondary structures have been found to affect the efficiency and regulation of translation initiation, alternative splicing, RNA localization, and RNA stability (reviewed in [16,17]). D is also expected to stabilize binding of numerous regulatory RNA-binding proteins by favoring the C2′-endo conformation that is preferentially bound by K homology (KH) domains and RNA recognition motifs (RRMs) [18]. KH and RRM domains are responsible for sequence-specific binding by proteins that regulate all aspects of mRNA processing and function.

In this paper, we report the development of a novel method to map D residues in RNA in high-throughput. Our method takes advantage of known D-selective chemistry [19–22] to reduce D and induce reverse transcriptase (RT) stops 1nt 3′ of Ds. We combine this D-selective chemistry with next-generation sequencing to determine the location of Ds across the yeast transcriptome. D-seq identifies known tRNA D sites and uncovers novel D sites in small nucleolar RNA (snoRNA) and mRNA. These novel D sites occur in conserved stem-loop regions of mRNAs and snoRNAs—and are consistent with a broad function for D in folding functional RNA structures. In support of the potential for dihydrouridine to affect mRNA biogenesis, we demonstrate DUS-dependent changes in splicing of a naturally dihydrouridylated pre-mRNA in cells. Our results establish D as a new component of the mRNA epitranscriptome and show that the D-seq method is broadly applicable to identifying and studying the functions of D.

## Results and discussion

In light of previous work showing that DUS1 and DUS3 cross-link to mRNA in both yeast and human cells [9,10], we performed bulk nucleotide analysis on RNA from budding yeast. We purified polyA+ mRNA from a *dus1Δ dus2Δ dus3Δ dus4Δ* quadruple mutant strain lacking all DUS activity [6] and a matched wild-type (WT) strain. We detected D in the polyA+ mRNA fraction from WT but not DUS KO (Fig 1A), confirming the hypothesis that DUS enzymes install D in mRNA. We therefore developed a method to map D at single nucleotide resolution by identifying chemical treatments that stall RT at D.

**Fig 1:**
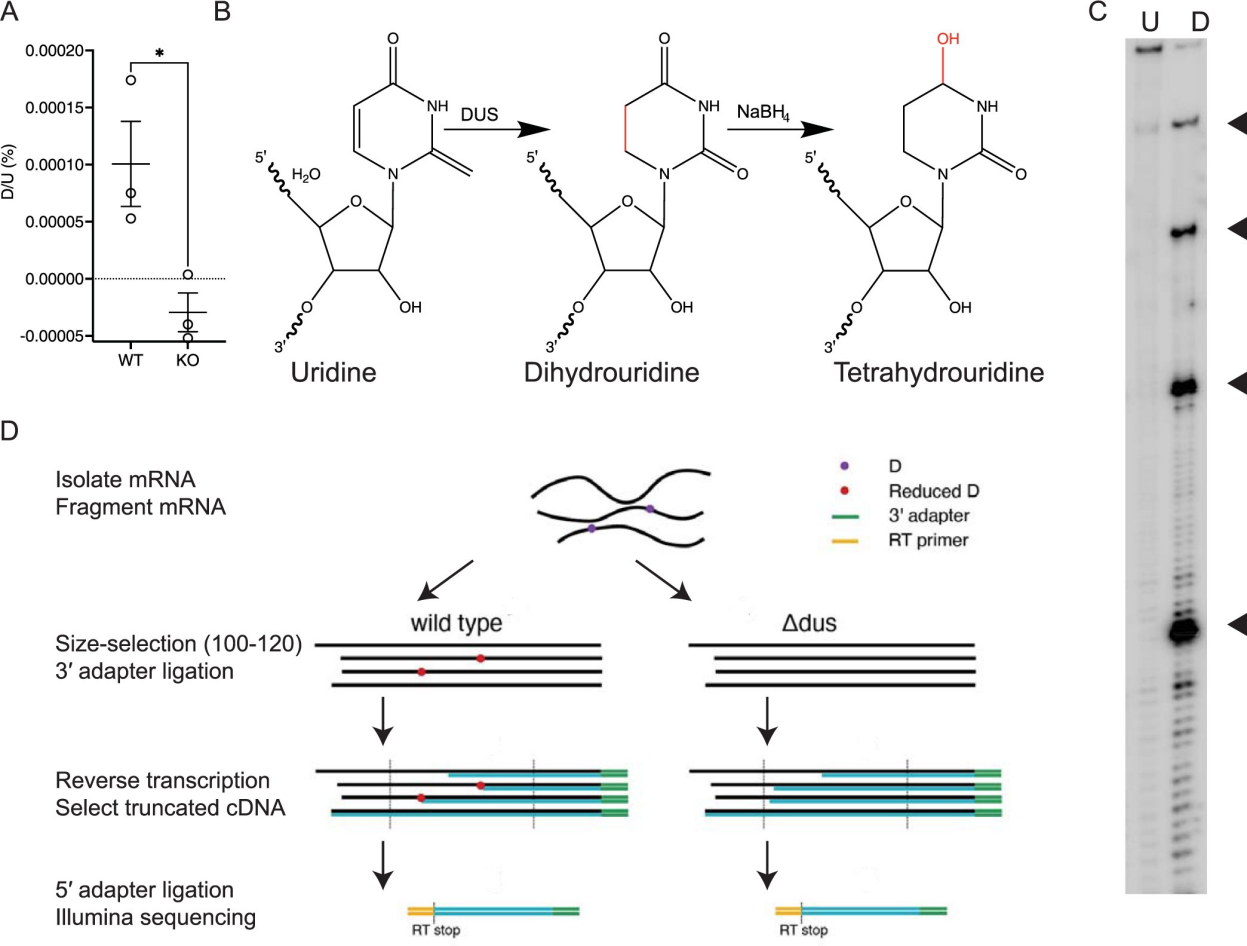
Dihydrouridine-specific chemistry to map dihydrouridine sites in RNA with single-nucleotide resolution. (A) Bulk nucleoside analysis of detects D in mRNA from WT but not DUS KO yeast. mRNA was purified by selecting for poly(A)+ and tRNAs were removed by size selection. (B) Structures of uridine, dihydrouridine, and tetrahydrouridine. (C) Primer extension analysis of synthetic 4D and 4U RNAs treated with NaBH_4_ and reverse transcribed with Super Script III RT. D-dependent RT stop positions are highlighted. (D) Schematic of D-seq library preparation. The data underlying this figure can be found in S3 Table. D, dihydrouridine; D-seq, dihydrouridine sequencing; DUS, dihydrouridine synthase; RT, reverse transcriptase; WT, wild-type.

To identify RT stopping conditions for D, we tested different chemistries for selective RT stopping at D compared to U. Strong OH^-^ treatment conditions used previously to map D in tRNA by primer extension [6] proved too harsh to use for mRNA due to substantial RNA degradation (S1A Fig). In contrast, milder sodium borohydride treatment conditions do not damage mRNA-like molecules (S1A Fig). D is selectively reduced to tetrahydrouridine by sodium borohydride to remove a hydrogen bond donor on the Watson–Crick face (Fig 1B) [22]. We prepared 194-nt synthetic RNAs with 4 Us or Ds positioned at approximately 30 nt intervals for easy characterization by primer extension (Methods). Using these RNAs, we found that reduced dihydrouridine blocks several RT enzymes 1 nucleotide 3′ to the D site while having no effect on RT processivity on an identical U-containing template (Figs 1C and S1B). We note that other modified nucleosides not at U can react with sodium borohydride [23]. We combined this D-specific chemistry with strand-specific cDNA sequencing to map the locations of D transcriptome-wide using high-throughput sequencing (Fig 1D).

We tested the D-seq approach in budding yeast where positive control D sites in cytoplasmic tRNAs have been extensively although not exhaustively characterized [5,6]. We observed strong DUS-dependent pileups of cDNA ends 1nt 3′ of many known tRNA D sites (Fig 2A and S1 Table). Given these encouraging findings, we developed a quantitative approach to evaluate D-seq signal by calculating a modified Z-score (MAD score) as a measure of the strength of the RT stop signal at every nucleotide. We used the difference between the distributions of MAD scores at known tRNA D sites (based on previous analysis by micro array and primer extension [6]) in WT and DUS KO libraries (S2A Fig) to set cutoffs for defining a D site in abundant RNAs (Methods). Using these cutoffs, we identified previously reported target sites of 3 of the 4 DUS as well as previously unannotated D sites in 9 tRNAs at positions in the D loop that are known to be modified by DUS1 and DUS4 in other tRNAs (Figs 2A, 2B, and S2B and S1 Table, which compares these sites to previous annotations). We identified a single unanticipated site at U32 in tRNA IleAAT (S1 Table).

**Fig 2:**
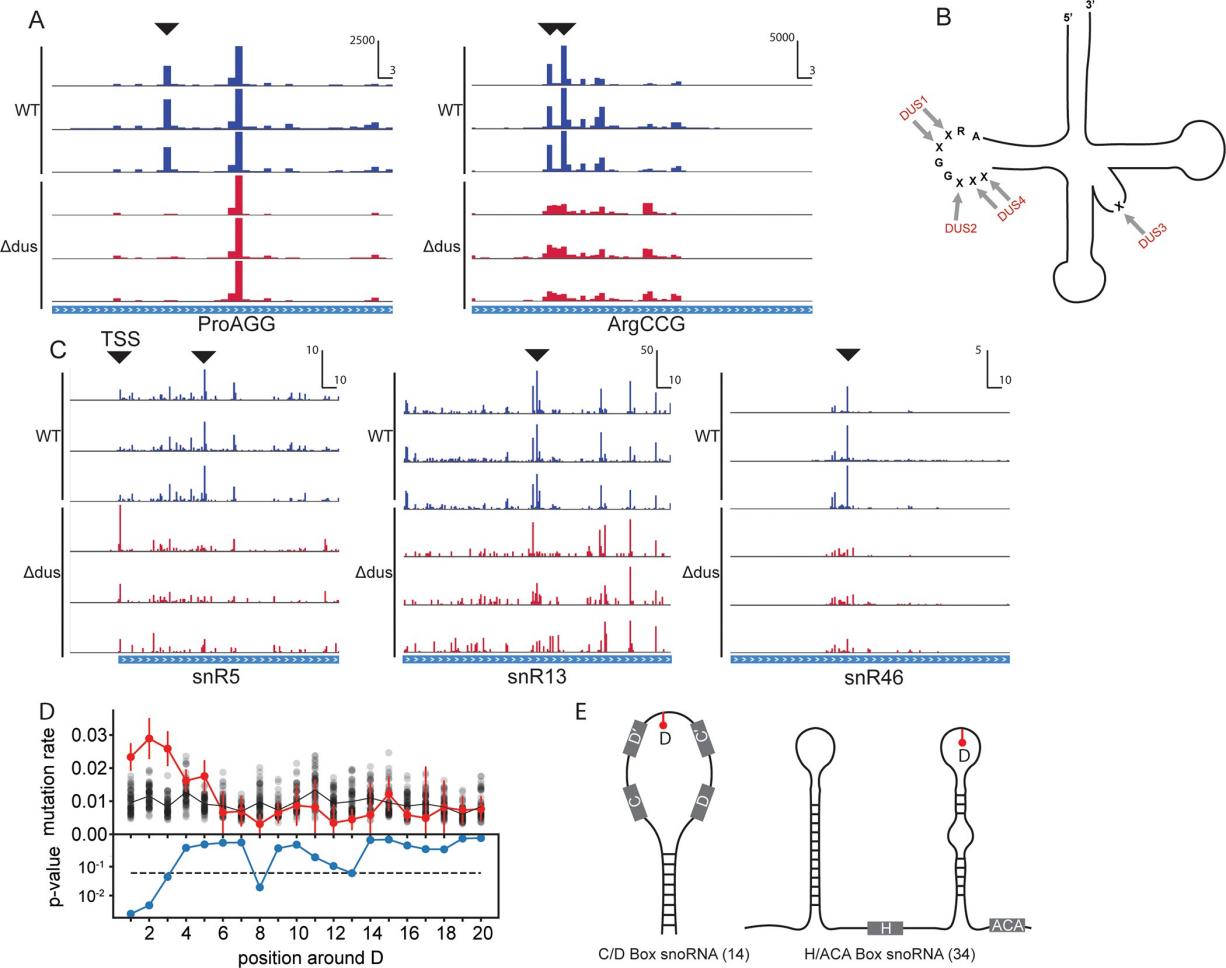
D-seq identifies known and novel dihydrouridine sites in structured ncRNAs. (A) Plots of cDNA end positions in Dus2 target tRNA ProAGG and Dus2, Dus4 target tRNA ArgCCG. D Peaks are highlighted. X scale in RPM and Y scale in bp. (B) Summary of known tRNA D positions and corresponding DUS. (C) Plots of cDNA end positions in snR5, snR13, and snR46 snoRNAs. D peaks are highlighted. TSS (transcription start site) of snR5. X scale in RPM and Y scale in bp. (D) snoRNA Ds occur primarily in stem-loop structures that resemble tRNA D loops. Plot of median DMS-induced mutation rate in 25 nt window flanking D site. Red trace is median DMS reactivity flanking D positions. Black dots are median DMS reactivity for randomly selected set of background positions. Blue trace is *p*-value for difference in DMS reactivity for sequences flanking D or background sites. (E) D sites occur in stem-loop structures of 16 H/ACA and 7 C/D box snoRNAs. The data underlying this figure can be found in S1 and S2 Tables. DMS, dimethyl sulfate; D-seq, dihydrouridine sequencing; ncRNA, non-coding RNA; snoRNA, small nucleolar RNA; TSS, transcription start site.

As implemented here, D-seq has specific “blind spots” in tRNAs. First, the cDNA size selection step precluded detection of DUS3-dependent Ds at position 47 because they are too close to the 3′ end of the transcript. In addition, several known target sites of DUS1, DUS2, and DUS4 were not detected because they are shadowed by another D 3′ of them (S2B Fig and S1 Table). Other known tRNA D sites that were not visible occur 3′ of a penetrant RT-stop at position 26 in some tRNAs (S2C Fig and S1 Table). We suspect this RT stop is caused by N2,N2-dimethylguanosine (m^2,2^G) [24]. Pretreatment of RNA samples with AlkB demethylases to remove m^2,2^G as well as 1-methyladnosine (m^1^A) and 1-methylguanosine (m^1^G) [25–27] should overcome this limitation. Advantages of the D-seq method are that it inherently offers single-nucleotide resolution and can, in principle, be used to detect D sites in any type of RNA present in the sample.

We then examined other classes of non-coding RNAs (ncRNAs) with sufficient coverage (Methods). We identified 48 novel D sites in 23 different snoRNAs, uncovering snoRNAs as a substantial new class of RNA targeted by DUS enzymes (Fig 2C and S2 Table). We considered the possibility that DUS might modify ribosomal RNA given that dihydrouridine has been reported in the bacterial ribosome at U2449 of the large subunit RNA [28]. However, inspection of the cytoplasmic rRNAs did not reveal any DUS-dependent modification at the orthologous position (S2D Fig).

Like tRNAs, snoRNAs must fold to perform their cellular function [29,30]. Given the importance of D for tRNA folding [12,15], we analyzed chemical probing data to determine if D occurs within structurally stereotyped regions in snoRNAs. Dimethyl sulfate (DMS) methylates the Watson–Crick face of unpaired As and Cs, which can be detected as sites of misincorporation by RT. The observed mutation rate at each A and C indicates the extent of pairing [31], with paired nucleotides having low DMS reactivity and low mutation rates and unpaired loop regions having high reactivity and high mutation rates. Comparing snoRNA D sites with DMS probing data from WT yeast cells [31] revealed a propensity for D to occur in unpaired regions (Fig 2D). Intriguingly, most of the 48 snoRNA D sites are located in 4–8 bp stem-loop regions (schematized in Fig 2E). These compact stem loops are structurally similar to the D loops of tRNAs, suggesting a common mechanism of recognition by DUS and/or a similar role for D within the loop region to promote stable folding of the adjacent stem by causing changes to the RNA backbone conformation [12,15]. Our results establish that DUS modify additional ncRNAs beyond tRNAs and suggest a broad role for DUS in the biogenesis and function of many structured RNAs.

We next analyzed yeast mRNA for D. We used a simple statistical metric, a modified Z-score, to distinguish robust DUS-dependent RT stops from noise in these less abundant RNAs. (See Methods for the advantages and limitations of the MAD score and Z-score metrics). As for tRNAs, we defined empirical thresholds for site calling based on differences in the distributions of scores in WT and DUS KO samples (S3A Fig). Applying conservative cutoffs to the mRNA mapping reads (Methods), we identified 130 high-confidence D sites in mRNAs (S2 Table). To estimate the number of false positives, we inverted the analysis (required high Z-scores in the DUS KO replicates and low Z-scores in WT replicates), which identified 5 false positives for an estimated false discovery rate for D sites in mRNA of 3.8%. Two false positives are understandable as “shadow” peaks downstream of a D (S3B Fig). The number of D sites we identified (130) represents a lower bound for the total number of D sites in yeast mRNA as we surveilled only approximately 1% of the yeast transcriptome that met the coverage threshold in all 6 libraries. These results show that interactions between DUS and mRNA [9,10] result in substantial modification and uncover dihydrouridine as a component of the mRNA epitranscriptome.

The 130 D sites were distributed throughout mRNA features including the 5′-UTR, CDS, introns, and 3′-UTR (Fig 3A and 3B and S2 Table). The prevalence of D in coding sequences, including of essential genes, raised the question of how the presence of D in mRNA impacts translation. We generated model mRNAs encoding a short (12kD) protein, Top7 [32], that can be produced with few uridines: 2 or 3, including the start/AUG, stop/UAG and an internal test codon (Fig 3C). We synthesized mRNAs with no internal U/D test codon, or 1 of 3 different internal codons that we detected as frequently D-modified in endogenous yeast mRNAs, ADC, AGD, and GAD. We translated the D or U versions of these mRNAs in rabbit reticulocyte lysate (RRL) and quantified protein production by measuring ^35^S-Met incorporation into full-length Top7 protein by SDS-PAGE and autoradiography (Figs 3C and S3C). All 8 mRNAs were efficiently translated in RRL with no significant differences in the amount of protein produced from any D or U containing mRNA (*n* = 6 replicates, Figs 3C and S3C). Thus, eukaryotic ribosomes can efficiently traverse D sites in mRNAs. While our results show that the translational output is not impaired by these D-containing codons, other codons may behave differently. It is also possible that D could impact translational fidelity, as has been reported for pseudouridine [33].

**Fig 3:**
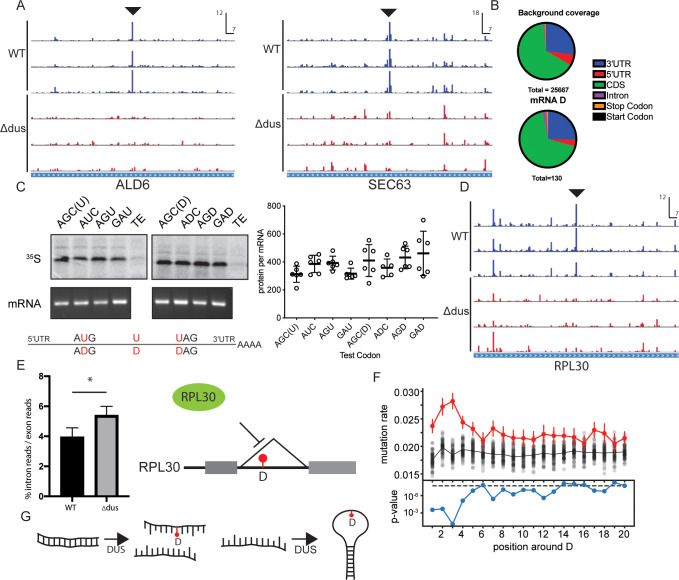
D-seq identifies dihydrouridine sites in mRNAs. (A) Plots of cDNA end positions in ALD6 and SEC63 mRNAs. D peaks are highlighted. Scale in RPM and bp. (B) Distribution of D sites among mRNA features, and background distribution of features for all sites interrogated for D. (C) SDS-PAGE gels showing Top7 protein produced from U and D containing mRNAs with 4 different test codons. Denaturing glyoxal agarose gel showing mRNA integrity. All 4 test constructs showed no significant difference in protein produced per mRNA +/‒ D. Schematic of U/D mRNAs with U/D positions highlighted in red. (D) Plots of cDNA end positions for intronic D in RPL30 mRNA. D peak is highlighted. Scale in RPM and bp. (E) DUS KO strain has increased ratio of RPL30 intron mapping reads to exon mapping reads (*p* < 0.05, Student’s *t* test). Model of regulation of RPL30 pre-mRNA splicing by RPL30 protein. (F) mRNA sequences flanking Ds have higher DMS reactivity indicating greater flexibility. Plot of median DMS-induced mutation rate in 25 nt window flanking D site. Red trace is median DMS reactivity surrounding D positions. Black dots are median DMS reactivity for randomly selected set of background positions. Blue is *p*-value for difference in DMS reactivity for sequences flanking D or background sites. (G) D has multiple impacts on RNA structure. D both promotes loop formation and antagonizes duplex formation. The data underlying this figure can be found in S3 Table. D-seq, dihydrouridine sequencing; DMS, dimethyl sulfate; DUS, dihydrouridine synthase.

In light of the impacts of D on RNA structure [12,13,15], the location of D in the intron of RPL30 (Fig 3D) is notable; this intronic D is adjacent to an RNA structure that is important for the autoregulation of pre-mRNA splicing by free Rpl30 protein [34]. To investigate the potential consequences of this D site for splicing, we performed RNA-seq on WT and DUS KO. 

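RNA-seq libraries came from 3 replicates of WT and 3 of DUS KO, the strain in which DUS1, DUS2, DUS3 and DUS4 are deleted. According to the paper, they were prepared beside the D-seq libraries from poly(A)-selected RNA fragments, leaving out NaBH4 and keeping full-length cDNA. The authors deposited, for each library, an estimated read count and a TPM value (transcript abundance normalized by length and library total) for 6612 features. These are spliced coding sequences, and 6606 of them have a length that is a multiple of 3. The paper states that adapters were trimmed with bbduk, that PCR duplicates were collapsed on the UMI and that reads were aligned to sacCer3 with bbmap. The program that gave the estimated counts is not given in the sources used here. Estimated counts in the WT libraries summed to 4759874, 5652837 and 4336794, with a median of 4759874. In the DUS KO libraries they summed to 5500084, 2856581 and 656162, with a median of 2856581. For the comparison of the strains, estimated counts were rounded to whole numbers, scaled between libraries by edgeR's TMM method, which gave normalized counts (CPM), and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test covered the 5884 features that passed edgeR's filter on low counts. At an adjusted p under 0.05, 5 genes differed, DUS4, LYS2, DUS1, PHO12 and DUS2, and all were lower in DUS KO. The call of PHO12, whose estimated counts are not whole in any library, was lost when any single library other than WT replicate 1 was left out, and those of DUS1 and LYS2 were lost without DUS KO replicate 1. At an unadjusted p under 0.05, 196 genes were higher and 290 were lower. This balance moved with the scaling. With total counts alone, 442 were higher and 105 lower, and the median log2 fold change of all genes went from -0.02 to 0.16. The number of genes called moved most with the tool, from 5 to 58 with DESeq2 and to 0 with limma-voom, which gave 594 genes at an unadjusted p under 0.05. It also moved with single libraries, to 12 without WT replicate 1 and to 1 without DUS KO replicate 1.
The reads on the deleted genes were examined first. DUS1 (YML080W, chromosome XIII, 108806 to 110077) had 308 counts over the 3 WT libraries and 0 over the 3 DUS KO libraries. With a floor of 3 counts over the group, it was at least 72.4-fold lower in DUS KO after scaling. DUS4 (YLR405W, chromosome XII, 929789 to 930892) had 470 counts in WT and 0 in DUS KO, and by the same floor was at least 110-fold lower. DUS2 (YNR015W, chromosome XIV, 653387 to 654541) had 442 counts in WT and 3 in DUS KO, all of them in replicate 3, which left 0.963% of the WT level (95% exact interval 0.198% to 2.83%) with counts pooled over libraries and their depths. As a ratio of mean normalized counts, in which the shallow replicate 3 weighs as much as the others, it was 4.57%. Its adjusted p was 0.0472 in edgeR's test and ranged from 0.00797 to 0.401 over the 18 alternatives that gave one, of which 13 did not call it. DUS3 (YLR401C, chromosome XII, 922442 to 924448) had 23.7 ± 6.61 CPM (SD, n = 3) in WT and 12.1 ± 4.09 (SD, n = 3) in DUS KO. Its log2 fold change was -0.92 (standard error 0.40, adjusted p = 0.577 from edgeR's test). The estimated counts of DUS3 are shared with the feature YLR400W, and the 2 features together had 154, 94 and 155 counts in WT and 122, 96 and 22 in DUS KO. Intervals and floors cover counting error only.

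**Figure D1:**
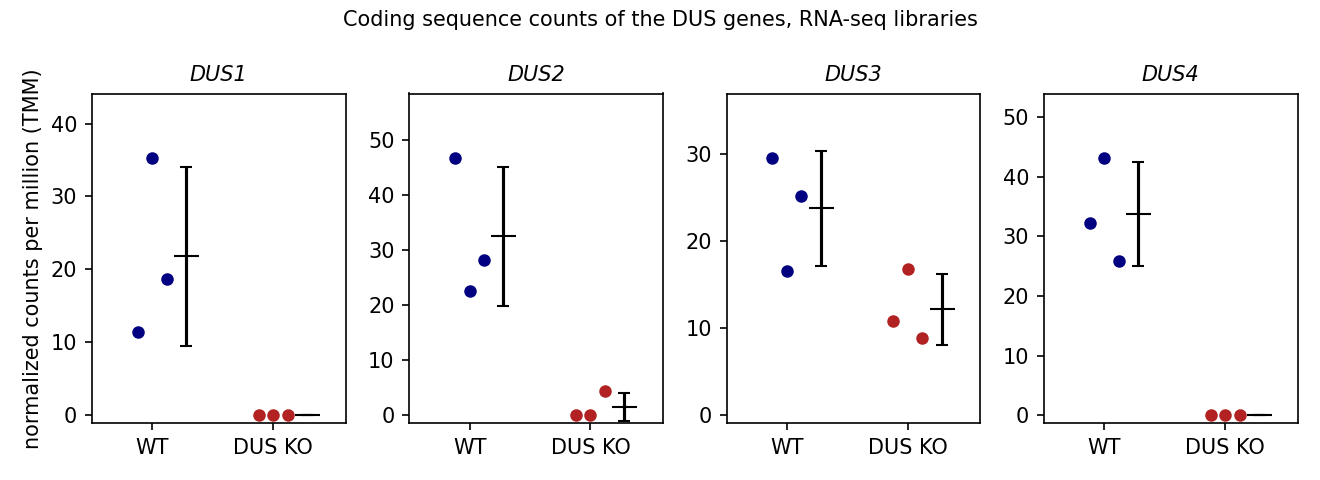
Normalized counts (CPM) of the coding sequences of DUS1, DUS2, DUS3 and DUS4 in WT and DUS KO, 1 point per library, with the mean and SD of 3 libraries beside the points. DUS1 and DUS4 are at 0 in all 3 DUS KO libraries, DUS2 has counts in 1 of them and DUS3 in all 3.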

The absence of DUS activity caused a reproducible accumulation of unspliced RPL30 transcripts in DUS KO cells that is consistent with a positive effect of D on splicing of this pre-mRNA (Fig 3E). 

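RPL30 (YGL030W) lies on the plus strand of chromosome VII of the R64 reference genome, and its coding part runs from 439091 to 439638. Its first coding exon holds only the 3 nt of the start codon (439091 to 439093), the intron spans 230 nt (439094 to 439323) and the second coding exon spans 315 nt (439324 to 439638). The intron begins with GTCAGT and ends with CAG. The D site is listed in S3 Table at 439186, and the U that precedes this position on the sense strand is at 439185, nt 92 of the intron, with 138 nt of intron after it. The reference sequence from 15 nt before this U to 15 nt after it is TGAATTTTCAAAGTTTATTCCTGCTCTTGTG. The feature quantified for RPL30 has the length of both coding exons together, and none of the features analysed holds the intron. The percentage of intron reads over exon reads shown in Fig 3E was therefore not computed, and the values that follow describe the exon side only. Estimated counts of RPL30 were 27316, 32115 and 26304 in WT and 29052, 17271 and 3611 in DUS KO, all whole numbers, so that no reads were divided with another feature. Normalized counts (CPM) were 6211 ± 291 (SD, n = 3) in WT and 5272 ± 345 (SD, n = 3) in DUS KO. The log2 fold change was -0.24 (standard error 0.15, adjusted p = 0.730 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3 DUS KO libraries lay below the 3 WT libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow; 0.15 after Benjamini-Hochberg adjustment over RPL30, RPL16B and COF1). The log2 fold change stayed negative under every scaling of the counts, down to -0.055 with total counts alone, and turned positive only on the authors' TPM values, where RPL30 was at 5825, 5658 and 5988 in WT and at 6206, 6042 and 6083 in DUS KO, a log2 fold change of 0.07 in limma on log2(TPM + 1). A difference in reads on the coding exons was thus not detected in either direction. All but 3 nt of the feature lie in the second exon, which unspliced RNA also holds, so these values do not measure splicing. From the higher percentage of intron reads in DUS KO in Fig 3E, the paper proposes that D has a positive effect on splicing of this pre-mRNA.

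**Figure D2:**
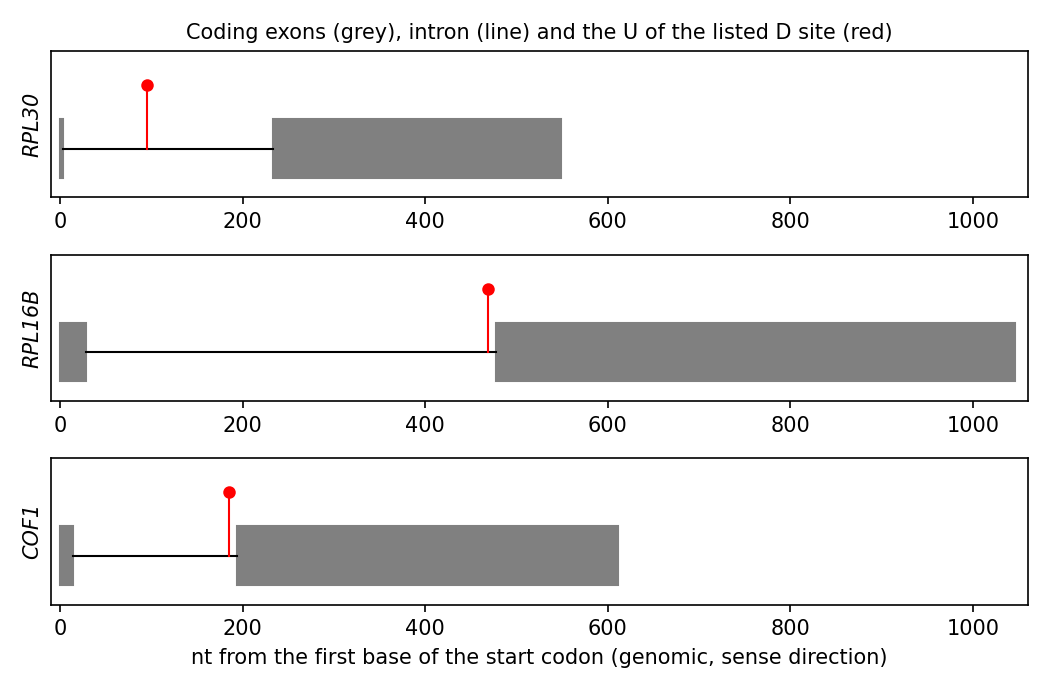
Coding exons (grey boxes), intron (line) and the U of the listed D site (red) in RPL30, RPL16B and COF1, in nt from the start codon along the sense strand. In RPL30 the site has 138 nt of intron after it, and in RPL16B and COF1 it has 8.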

Other D-containing introns (RPL16B and COF1) were not affected indicating that splicing is not generally impaired in the absence of DUS activity (S3D Fig).

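RPL16B (YNL069C) lies on the minus strand of chromosome XIV, with coding exons from 494974 to 495001 and from 493956 to 494524. Its intron of 449 nt (494525 to 494973) begins with GTACGT and ends with TAG. S3 Table lists the D site at 494532, and the preceding U is at 494533, nt 441 of the intron, 8 nt before its end. The sense sequence from 15 nt before to 15 nt after this U is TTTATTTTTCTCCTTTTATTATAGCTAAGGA, which runs past the 3′ splice site. COF1 (YLL050C) lies on the minus strand of chromosome XII, with coding exons from 40401 to 40414 and from 39804 to 40221. Its intron of 179 nt (40222 to 40400) begins with GTATGC and ends with TAG. The D site is listed at 40229 and the preceding U is at 40230, nt 171 of the intron, also 8 nt before the end. The surrounding sequence is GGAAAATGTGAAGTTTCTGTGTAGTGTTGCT. The quantified features are 597 nt for RPL16B and 432 nt for COF1, the sums of their coding exons, so the intron percentages of S3D Fig were not computed either. RPL16B had 3717 ± 648 CPM (SD, n = 3) in WT and 3523 ± 346 (SD, n = 3) in DUS KO, a difference smaller than the spread between WT replicates. Its log2 fold change was -0.08 (standard error 0.18, adjusted p = 0.953 from edgeR's quasi-likelihood test), but 0.11 with total counts alone, 0.24 on the authors' TPM values and 0.01 without WT replicate 1. A two-sided exact permutation test gave p = 0.6. COF1 had 1872 ± 356 (SD, n = 3) in WT and 2380 ± 204 (SD, n = 3) in DUS KO, a log2 fold change of 0.35 (standard error 0.18, adjusted p = 0.649 from the same edgeR test). All 3 DUS KO libraries of COF1 lay above the 3 WT libraries (exact permutation test, p = 0.1, adjusted to 0.15 over the 3 genes). COF1 kept its direction in all 21 alternatives, with adjusted p from 0.0831 to 0.994.

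**Figure D3:**
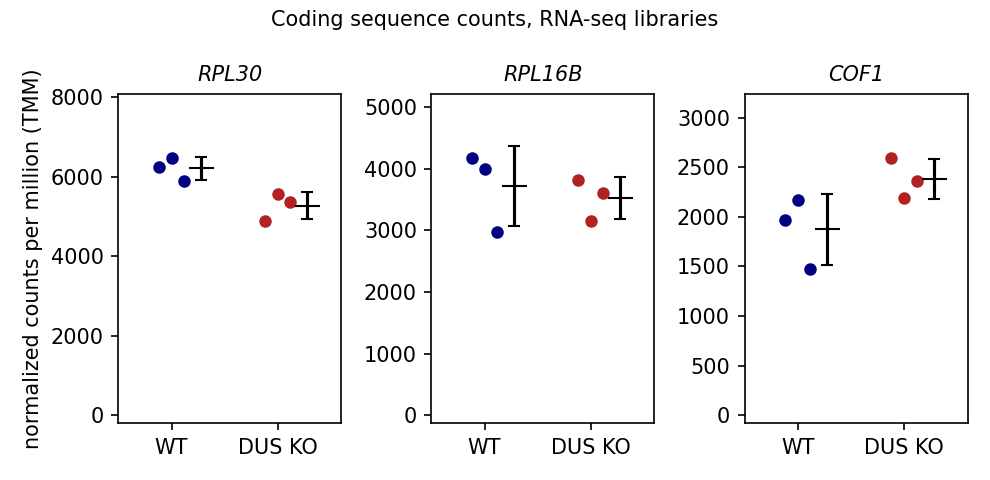
Normalized counts (CPM) of the coding sequences of RPL30, RPL16B and COF1 in WT and DUS KO, 1 point per library, with the mean and SD of 3 libraries beside the points. The DUS KO libraries lie below WT for RPL30, among WT for RPL16B and above WT for COF1; with the authors' TPM values the direction turns for RPL30 and RPL16B.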

It is interesting that several additional mRNA D sites occur in regions where secondary structure potential is evolutionarily conserved [35], suggesting biological function for these structures. Although the predicted structures of D sites in mRNA are more diverse than in snoRNAs, 19 of the 130 identified mRNA D sites occurred in structures very similar to the tRNA D-loop, which is consistent with modification of mRNAs at structurally stereotyped positions analogous to previously known D sites in tRNAs. Globally, our analysis of DMS structure-probing data [31] found that mRNA regions flanking D sites were significantly likelier to be unpaired in cells than a background set of sites (*p* < 0.05, Fig 3F). This might be a consequence of modification because D antagonizes RNA duplex formation, and promotes the formation of stem-loop structures [12,13,15] (Fig 3G). Alternatively, accessibility could be important for modification by DUS.

While our manuscript was in review, Finet and colleagues [36] reported the development of a method similar to D-seq, Rho-seq (so named for the coupling of rhodamine to reduced dihydrouridine). They identified sparse D modification of mRNAs from human cells and *Schizosaccharomyces pombe* similar to the frequency of mRNA D sites that we uncovered in *Saccharomyces cerevisiae*. One notable difference between the studies is that Finet and collegues report modest reductions in translation of D-containing mRNAs in vitro for several D-containing codons, including GAD. Our results do not confirm this reported translational defect (Fig 3C). Conceivably, the source of translation components (rabbit reticulocytes versus wheat germ) and/or differences in the mRNA context, including sequences flanking the GAD codons, affect the amount of protein produced.

Our results establish D-seq as a high-throughput method to map dihydrouridine sites with single-nucleotide resolution and reveal new classes of RNA targets for conserved DUS enzymes, which we now show include mRNA. The discovery of D in mRNA validates the function of DUS–mRNA interactions that have been observed from yeast to human cells [9,10]. The D-seq method is broadly applicable to reveal the specific locations of D, including in pathogenic RNA viruses where dihydrouridine has been detected by MS (mass spectrometry) [7] and in tumors where elevated DUS expression is linked to worse patient outcomes [1–4]

## Methods

### Synthetic RNAs for RNA degradation and RT stop testing

Synthetic 100% uridine or dihydrouridine containing RNA (5′-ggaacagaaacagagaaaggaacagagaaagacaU/DaaacagaaagagacaagaacagagacaagaacagU/DggcaggaacagagacaaacagagacaggaacaaU/DgacaggaacagaaagaaacagagacaagcacU/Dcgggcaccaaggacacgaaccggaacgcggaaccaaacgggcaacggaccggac-3′) was generated by run off transcription with T7 RNA polymerase and gel purified on an 8% urea-TBE polyacrylamide gel electrophoresis (PAGE) gel. To compare the harshness of the different D-modifying treatments, a synthetic RNA was incubated either under published D mapping conditions [6], under published D reduction conditions [21,22] or similar D reduction conditions with NaBH_3_CN substituted for NaBH_4_. To measure RT at reduced dihydrouridine, we reverse transcribed reduced U or D RNA with Superscript III RT, using manufacturer conditions. Samples were prepared and run on sequencing gels as in [37].

### Strain construction

Quadruple DUS mutant strain was generated by mating double-knockout strains FX-34 (*dus1Δ dus2Δ)* and FX-42(*dus4Δ dus3Δ)*, followed by sporulation on SD media and subsequent tetrad dissection. Genotyping was confirmed by PCR using the following oligos: oAD56_DUS1kanR_F, GCAAGGTGATCGTCAAACTGCACT, oAD57_DUS1kanR_R, ATGGAGACGGAGTTGAACATTTTCT, oAD58_DUS2kanR_F, TAGAGACGTAGTTATCCATTCGTCC, oAD59_DUS2kanR_R, CTTTGGACGATAAACTAAAGGGTTT, oAD60_DUS3kanR_F, GGTAATAGTACACGGGATGAAGAGA, oAD61_DUS3kanR_R, TATTTTGATTTTCTTGGAACCCATA, oAD62_DUS4kanR_F, ACTGCATTCATTTTTGTTAGAAAGG, oAD63_DUS4kanR_R, CAAGCTATCTGGAAAAGAGGTGTTA.

### RNA isolation, poly-A selection, and validation

Yeast total RNA was isolated by hot acid phenol extraction from 750 mL OD 6 culture, followed by isopropanol precipitation. Poly-A RNA was isolated from 8 mg total RNA using oligo dT cellulose beads (NEB, Ipswich, MA), as described [38]. Two sequential rounds of poly-A selection were performed. For analysis of mRNA by liquid chromatography–mass spectrometry (LC–MS)/MS, residual tRNAs were removed by size selection (>200 nt) on a zymo RNA Clean & Concentrator column according to manufacturer instructions. Removal of small RNA and ribosomal RNA contamination was verified by automated gel electrophoresis using an Agilent Bioanalyzer 2100.

### D-seq library preparation

Yeast RNA was fragmented in 10-mM ZnCl2 at 94°C for 1 minute and precipitated. BH_4_ treatment of RNA was as follows: Poly-A+ mRNA was resuspended in 18 μL ddH2O and treated 2 μL of 10 mg/mL NaBH_4_ in 500 mM Tris pH 7.5 at 0°C for 1 hour. The BH_4_ treatment was quenched with 4 μL of 6 N CH_3_COOH and precipitated. RNA fragments were dephosphorylated and end repaired with CIP (NEB) and PNK (NEB), followed by size selection of RNA fragments (70 to 80 nt) on an 8% urea-TBE PAGE gel. RNA fragments were eluted from gel slices overnight at 4°C with gentle rocking in 400 μL RNA elution buffer (300 mM NaOAc pH 5.5, 1 mM EDTA, 100 U/ml RNasin (Promega, Madison, WI, USA) followed by precipitation). Ligation of a preadenylated adaptor (IDT) was carried out with T4 RNA ligase (NEB) in buffer without ATP (50 mM Tris-HCl pH 7.8, 10 mM MgCl2, 10 mM DTT) at 22°C for 2.5 hours, followed by precipitation. Adapter ligated RNA fragments were reverse transcribed with SuperScript III RT (Thermo, Waltham, MA). RNA and primer were denatured and annealed at 95°C for 5 minutes then placed on ice for 5 minutes. After annealing, 1 μL 10 mM dNTPs, 1 μL 0.1 M DTT, 1 μL RNAsin (Promega), 3 μL 5× First Strand Buffer (Thermo), 1 μL SSIII RT were added, and reverse transcription was carried out at 50°C for 1 hour. Truncated cDNAs were size selected (50 to 80 nt) and purified on an 8% urea-TBE PAGE gel, followed by precipitation. cDNAs were eluted from gel slices overnight at room temperature with gentle rocking in 400 μl DNA elution buffer (300 mM NaCl, 10 mM Tris, pH 8.0). A 5′ adapter was ligated on to the cDNA using T4 RNA ligase. 0.8 μL 80 uM linker (IDT) was mixed with 1 μL DMSO, 5 μL of eluted cDNA, incubated at 75°C for 2 minutes and immediate placed on ice for 2 minutes. After cooling, 2 uL RNA Ligase buffer (NEB), 0.2 μL.1 M ATP (NEB), 6.5 μL PEG-8000 (NEB), 3.6 μL ddH2o, and 0.5 μL T4 RNA ligase 2 were added to the cDNA/linker mix. The ligation was incubated overnight at 22°C. The ligation was cleaned up with Dynabead MyOne Silane magnetic beads (Thermo) according to the manufacturer’s instructions. Sequencing libraries were amplified from 5′ and 3′ linker ligated cDNA using Phusion DNA polymerase (NEB). PCR products were gel-purified, precipitated, pooled, and sequenced on an Illumina HiSeq 2500.

### RNA-seq library preparation

RNA seq libraries were generated in parallel with D-seq libraries by omitting the NaBH_4_ treatment and selecting for full length (90 to 100 nt) RT products.

### Sequencing data analysis

Demultiplexed reads were adapter trimmed using BBTools [39,40] bbduk.sh. Adapter-trimmed reads were then PCR-duplicated collapsed based on unique molecular identifier (UMI) using dedupe.sh. The UMI was then force trimmed with a second round of trimming. Adapter trimmed and duplicate collapsed reads were then aligned to the sacCer3 genome using bbmap.sh. For the tRNA mapping D analysis, we aligned the trimmed and PCR-duplicate collapsed reads to a pseudo-genome containing 1 copy of each unique tRNA sequence. Uniquely mapping strand-specific read end position was obtained using bedtools [41]. We generated wig files and visualized the read end positions using mochiview [42]. D peaks were annotated using the sacCer3 features file and bedtools.

### mRNA D-seq peak calling

D-sites were identified as statistical outliers in position-specific accumulation of D-seq reads. We required at least 50 reads in the 100 nt window surrounding the test position and quantified and compared sites using a modified Z-score, in which the position of interest is excluded when calculating the mean and standard deviation. For all of the test positions that met the read cutoff, we calculated a Z-score of read ends based on the distribution of read ends in the 100 nt window centered on the test position.

$$Z_{pos}=\frac{{ends}_{pos}-mean({ends}_{window})}{stdev({ends}_{window})}$$

### tRNA and snRNA D-seq peak calling

In the highly structured and heavily modified tRNAs and snRNAs, we identified D sites by analyzing the absolute deviation around the median (MAD), which scores sites relative to the median rather than the mean. See below regarding the choice of metric for different classes of RNA. We considered every position in the test transcriptome where there were more than 50 reads in the 100 nt window surrounding the test position and additionally required that the window median was greater than zero. For all test positions that met the read cutoff, we calculated a MAD score of read ends based on the distribution of read ends in the 100 nt window centered on the test position.

$$M_{pos}=\frac{{ends}_{pos}-median({ends}_{window})}{MAD({ends}_{window})}$$

And:

$$MAD=median(|{ends}_{pos}-median({ends}_{window}|)$$

### Selection of D-seq signal scoring metrics

Two different scoring approaches were necessary for unbiased identification of D sites in different classes of RNA due to large differences in the distributions of strong RT stops as well as RNA abundance. The presence of multiple RT stops in close proximity, which is common in tRNA due to pervasive RNA modification and strong secondary structure, precludes use of the intuitive and statistically principled Z-score which we use for less structured mRNAs. The Z-score cannot identify RT stop signals in windows with multiple strong signals because these background RT stops in ncRNA dampen the signal at the position of interest [43] (S2E Fig). We therefore analyzed ncRNAs using the absolute deviation around the median (MAD), which scores sites relative to the median rather than the mean. The MAD score requires much higher coverage than the Z-score because, for the denominator to be non-zero, more than half the positions in the window surrounding a site must have 5′ ends mapped to them. In mRNA, it is rare for a 100-nt window to contain more than 1 strong RT stop and the modified Z-score is preferred to quantify and compare sites.

### D-seq peak thresholding

For each set of peaks (tRNA, snRNA, mRNA), we defined library cutoffs for peak score by plotting the distribution of peak scores in each library as an inverse CDF. We set cutoffs for D peaks by requiring D site scores be substantially greater than the score at which the distributions of WT and DUS KO diverge in 3 out of 3 WT replicates, and less than the score at which the distributions diverge in the quad KO. For tRNA, MAD score cutoffs were MAD_wt_ > 40 and MAD_dus_ < 40. For snRNA, MAD score cutoffs were MAD_wt_ > 12 and MAD_dus_ < 8. For mRNA, the Z-score cutoffs were Z_wt_ > 10 and Z_dus_ < 7.

### DMS reactivity near D sites

A previously published DMS-MaPseq [31] data set for *S*. *cerevisiae* was downloaded from GEO (accession number GSE84537). Raw reads were preprocessed and aligned according to the original publication, and DMS reactivities were calculated as the ratio of mutations to coverage. Reactivities around called D sites in mRNAs or snRNAs were pooled for each nucleotide position relative to the respective D coordinate. Values were included in the analysis only if the coverage was larger than 350 and the nucleotide identity in the transcript was A or C. To visualize background reactivities and control for nucleotide bias, 70 samples matching the size of called D sites were randomly drawn from a population of background sites that fell below the Z-score cutoffs in WT and quad KO. Significance testing was done using 2-sided Mann–Whitney U tests between reactivities around the full set of background positions and the called D sites.

### Detecting dihydrouridine by LC-MS/MS

For each sample, duplicate digestions of 50 ng and 750 ng for each sample were digested with 5 U/uL Benzonase (Sigma, St. Louis, MO, #E8263), 0.1 U/uL phosphodiesterase (Sigma, #P3243), 1 U/uL alkaline phosphatase (Sigma #P5521) in 500 mM Tris-HCl pH 8.0, 10 mM MgCl_2_ in a final reaction volume of 50 μL for 6 hours at 37°C. An equal volume of water was then added to each sample before filtration through a 0.2 μm PVDF filter (0.2 μm pore size, 0.4 mm diameter, Millipore, Burlington, MA). A total of 10 μL of each sample was separated by reverse phase ultra-performance liquid chromatography on a Shim-pack GIST C18 2 μm, 2.1 × 50 mm column (Shimadzu, Kyoto, Japan, #227-30001-02) on a Nexera LC-40D XS liquid chromatography system using a gradient of 5 mM ammonium acetate pH 5.3 and acetonitrile. After separation, samples were analyzed by mass spectrometry on a Shimadzu LCMS-8060 Triple Quadrupole Liquid Chromatograph Mass Spectrometer (Shimadzu). Nucleosides were quantified using the following nucleoside-to-base transitions: 267.966 > 136.000 (A), 284.004 > 152.100 (G), 245.30 > 113.10 (U), and 247.20 > 115.15 (D). Mixes of nucleoside standards were injected alongside the samples in the same run to generate standard curves, from which concentrations of each nucleoside in each sample were calculated. The percentages of modified to unmodified nucleoside in each sample were calculated based on calibrated concentrations. These conditions were adapted from reference [36].

### Synthesis of U and D substituted mRNAs

mRNAs were designed based on the coding sequence of Top7 [32] by replacing all but 3 uridine-containing codons: start, stop, and a single test codon. The UTRs also lacked U. RNA was synthesized with T7 by runoff transcription of linearized plasmid templates with either 100% UTP or 100% DTP (Trilink Biotechnologies, San Diego, CA) and purified on 6% denaturing Urea-PAGE gels. Samples of purified mRNAs were denatured with glyoxal at 50°C for 30 minutes and analyzed for integrity by separation on 1% agarose gels in BPTE buffer (100 mM PIPES, 300 mM Bis-Tris, 10 mM EDTA, pH 6.5) and imaging (Bio-Rad ChemiDoc, Hercules, California). Bands were quantified using GelAnalyzer 19.1 (www.gelanalyzer.com).

### In vitro translation of U and D substituted mRNAs

Uncapped Top7 mRNAs were translated in nuclease-treated RRL (Promega). The 500 ng mRNA was incubated in 8.4 μL RRL, 0.24 μL 1 mM amino acid mixture minus methionine, 0.48 μL ^35^S methionine, 0.24 μL RNasin, and ddH_2_O to 20 μL. Translation reactions were incubated at 30°C for 90 minutes and quenched with 20 μL 2X SDS sample buffer. Translation reactions were then incubated at 60°C for 20 minutes and resolved on a 14% to 20% SDS-PAGE gel. Gels were fixed in 30% methanol, 10% acetic acid, incubated in Amplify solution (GE Healthcare, Marlborough, MA), and dried on a vacuum drier. Dried gels were exposed for a minimum of 12 hours on a storage phosphor screen (GE Healthcare), scanned (Bio-Rad), and quantified using GelAnalyzer 19.1 (www.gelanalyzer.com).

## Supporting information

S1 Fig Testing RNA treatment and RT conditions for D-seq. (A) Unmodified 194 nt RNA was treated with strong base (OH‒), NaBH_3_CN, or NaBH_4_, precipitated and run on an 8% urea-PAGE gel. (B) Multiple RTs stall at reduced D. 1: 4D RNA treated with borohydride and benzyhydrazide, 1: 4D RNA treated with borohydride 3: 4U RNA 4: 4D RNA. (C) Bioanalyzer analysis of total RNA and PolyA+ mRNA for mass spectrometry. D-seq, dihydrouridine sequencing; RT, reverse transcriptase.
(EPS) Click here for additional data file.

S2 Fig (A) Inverse CDF plots of MAD score for possible D positions (16, 17, 20, 20a, 20b, and 47) in tRNAs, MAD score for all tRNA U positions, and all snRNA U positions. (B). Plots of cDNA end positions in tRNA GlnCTG and tRNA LysTTT containing multiple Ds. The 3′ most D peak is highlighted. (C) Plots of cDNA end positions in SerGCT where D signal is blocked by m^2,2^G. m^2,2^G position is highlighted. (D) Plots of cDNA end positions in cytoplasmic 25S rRNA at the position orthologous to *Escherichia coli* position 2449. The data underlying this figure can be found in S2 and S3 Tables. m^2,2^G, N2,N2-dimethylguanosine; snRNA, small nuclear RNA.
(EPS) Click here for additional data file.

S3 Fig (A). Inverse CDF plots of Z-score for mRNA mapping reads. Blue line is Z_dus_ cutoff and red line is Z_wt_ cutoff. (B) Plots of cDNA end positions for 5 false positive sites in mRNAs. Shadowing D peaks are highlighted in black. False positive sites are highlighted in red. (C) Uncropped Top7 ^35^S SDS-PAGE and mRNA 1% BP-TE agarose gels from Fig 3C. (d) DUS KO strain does not have a change in ratio of intron mapping reads to exon mapping reads for COF1 or RPL16b. The data underlying this figure can be found in S3 Table. DUS, dihydrouridine synthase.
(EPS) Click here for additional data file.

S1 Table Detection of D sites in tRNAs. tRNA name, position, strand, MAD score, standard deviation, and reads in window for each replicate.
(XLSX) Click here for additional data file.

S2 Table Detection of D sites in snRNAs. snRNA name, position, strand, MAD score, standard deviation, and reads in window for each replicate. snRNA, small nuclear RNA.
(XLSX) Click here for additional data file.

S3 Table Detection of D sites in mRNAs. mRNA name, position, strand, Z-score, standard deviation, and reads in window for each replicate.
(XLSX) Click here for additional data file.

S1 Raw images Uncropped Top7 35S SDS-PAGE and mRNA 1% BP-TE agarose gels for both replicates. (PDF) Click here for additional data file.

## Abbreviations

D: dihydrouridine
DMS: dimethyl sulfate
D-seq: dihydrouridine sequencing
DUS: dihydrouridine synthase
KH: K homology domain
LC–MS: liquid chromatography–mass spectrometry
m^1^A: 1-methyladnosine
m^2,2^G, N2: N2-dimethylguanosine
m^7^G: 7-methylguanosine
miRNA: micro RNA
ncRNA: non-coding RNA
RRL: rabbit reticulocyte lysate
RRM: RNA recognition motif domain
RT: reverse transcriptase
snRNA: small nuclear RNA
snoRNA: small nucleolar RNA
UMI: unique molecular identifier
WT: wild-type

## References

[1] KatoT, DaigoY, HayamaS, IshikawaN, YamabukiT, ItoT, et al. A novel human tRNA-dihydrouridine synthase involved in pulmonary carcinogenesis. Cancer Res. 2005;65:5638–46. doi: 10.1158/0008-5472.CAN-05-0600 15994936

[2] KuchinoY, BorekE. Tumour-specific phenylalanine tRNA contains two supernumerary methylated bases. Nature. 1978;271:126–9. doi: 10.1038/271126a0 202873

[3] CreightonCJ, MorganM, GunaratnePH, WheelerDA, GibbsRA, Gordon RobertsonA, et al. Comprehensive molecular characterization of clear cell renal cell carcinoma. Nature. 2013;499:43–9. doi: 10.1038/nature12222 23792563PMC3771322

[4] Cancer Genome Atlas Research Network, LinehanWM, SpellmanPT, RickettsCJ, CreightonCJ, FeiSS, et al. Comprehensive Molecular Characterization of Papillary Renal-Cell Carcinoma. N Engl J Med. 2016;374:135–45. doi: 10.1056/NEJMoa1505917 26536169PMC4775252

[5] XingF, MartzenMR, PhizickyEM. A conserved family of Saccharomyces cerevisiae synthases effects dihydrouridine modification of tRNA. RNA. 2002;8:370–81. doi: 10.1017/s1355838202029825 12003496PMC1370258

[6] XingF, HileySL, HughesTR, PhizickyEM. The Specificities of Four Yeast Dihydrouridine Synthases for Cytoplasmic tRNAs. J Biol Chem. 2004;279:17850–60. doi: 10.1074/jbc.M401221200 14970222

[7] McIntyreW, NetzbandR, BonenfantG, BiegelJM, MillerC, FuchsG, et al. Positive-sense RNA viruses reveal the complexity and dynamics of the cellular and viral epitranscriptomes during infection. Nucleic Acids Res. 2018;46:5776–91. doi: 10.1093/nar/gky029 29373715PMC6009648

[8] RoundtreeIA, EvansME, PanT, HeC. Dynamic RNA modifications in gene expression regulation. Cell. 2017;169:1187–200. doi: 10.1016/j.cell.2017.05.045 28622506PMC5657247

[9] MitchellSF, JainS, SheM, ParkerR. Global analysis of yeast mRNPs. Nat Struct Mol Biol. 2013;20:127–33. doi: 10.1038/nsmb.2468 23222640PMC3537908

[10] BeckmannBM, HorosR, FischerB, CastelloA, EichelbaumK, AlleaumeA-M, et al. The RNA-binding proteomes from yeast to man harbour conserved enigmRBPs. Nat Commun. 2015;6:10127. doi: 10.1038/ncomms10127 26632259PMC4686815

[11] EmersonJ, SundaralingamM. Structure of the potassium salt of the modified nucleotide dihydrouridine 3’-monophosphate hemihydrate: correlation between the base pucker and sugar pucker and models for metal interactions with ribonucleic acid loops. Acta Crystallogr B. 1980;36:537–43. doi: 10.1107/S0567740880003780

[12] DallugeJJ, HashizumeT, SopchikAE, McCloskeyJA, DavisDR. Conformational flexibility in RNA: the role of dihydrouridine. Nucleic Acids Res. 1996;24:1073–9. doi: 10.1093/nar/24.6.1073 8604341PMC145759

[13] SipaK, SochackaE, Kazmierczak-BaranskaJ, MaszewskaM, JanickaM, NowakG, et al. Effect of base modifications on structure, thermodynamic stability, and gene silencing activity of short interfering RNA. RNA. 2007;13:1301–16. doi: 10.1261/rna.538907 17585051PMC1924902

[14] WesthofE, DumasP, MorasD. Restrained refinement of two crystalline forms of yeast aspartic acid and phenylalanine transfer RNA crystals. Acta Crystallogr A. 1988;44 (Pt 2):112–23. 3272146

[15] DyubankovaN, SochackaE, KraszewskaK, NawrotB, HerdewijnP, LescrinierE. Contribution of dihydrouridine in folding of the D-arm in tRNA. Org Biomol Chem. 2015;13:4960–6. doi: 10.1039/c5ob00164a 25815904

[16] KwokCK, TangY, AssmannSM, BevilacquaPC. The RNA structurome: transcriptome-wide structure probing with next-generation sequencing. Trends Biochem Sci. 2015;40:221–32. doi: 10.1016/j.tibs.2015.02.005 25797096

[17] LuZ, ChangHY. Decoding the RNA structurome. Curr Opin Struct Biol. 2016;36:142–8. doi: 10.1016/j.sbi.2016.01.007 26923056PMC4785074

[18] KligunE, Mandel-GutfreundY. The role of RNA conformation in RNA-protein recognition. RNA Biol. 2015;12:720–7. doi: 10.1080/15476286.2015.1040977 25932908PMC4615831

[19] CeruttiP, KondoY, LandisWR, WitkopB. Photoreduction of uridine and reduction of dihydrouridine with sodium borohydride. J Am Chem Soc. 1968;90:771–5. doi: 10.1021/ja01005a039 5640373

[20] WintermeyerW, ZachauHG. Fluorescent Derivatives of Yeast tRNAPhe. Eur J Biochem. 1979;98:465–75. doi: 10.1111/j.1432-1033.1979.tb13207.x 114393

[21] PanD, QinH, CoopermanBS. Synthesis and functional activity of tRNAs labeled with fluorescent hydrazides in the D-loop. RNA. 2009;15:346–54. doi: 10.1261/rna.1257509 19118261PMC2648706

[22] KaurJ, RajM, CoopermanBS. Fluorescent labeling of tRNA dihydrouridine residues: Mechanism and distribution. RNA. 2011;17:1393–400. doi: 10.1261/rna.2670811 21628433PMC3138574

[23] Behm-AnsmantI, HelmM, MotorinY. Use of Specific Chemical Reagents for Detection of Modified Nucleotides in RNA. J Nucleic Acids. 2011;2011. doi: 10.4061/2011/408053 21716696PMC3118635

[24] EllisSR, MoralesMJ, LiJM, HopperAK, MartinNC. Isolation and characterization of the TRM1 locus, a gene essential for the N2,N2-dimethylguanosine modification of both mitochondrial and cytoplasmic tRNA in Saccharomyces cerevisiae. J Biol Chem. 1986;261:9703–9. 2426253

[25] ZhengG, QinY, ClarkWC, DaiQ, YiC, HeC, et al. Efficient and quantitative high-throughput transfer RNA sequencing. Nat Methods. 2015;12:835–7. doi: 10.1038/nmeth.3478 26214130PMC4624326

[26] CozenAE, QuartleyE, HolmesAD, Hrabeta-RobinsonE, PhizickyEM, LoweTM. ARM-seq: AlkB-facilitated RNA methylation sequencing reveals a complex landscape of modified tRNA fragments. Nat Methods. 2015;12:879–84. doi: 10.1038/nmeth.3508 26237225PMC4553111

[27] DaiQ, ZhengG, SchwartzMH, ClarkWC, PanT. Selective Enzymatic Demethylation of N2, N2 -Dimethylguanosine in RNA and Its Application in High-Throughput tRNA Sequencing. Angew Chem Int Ed Engl. 2017;56:5017–20. doi: 10.1002/anie.201700537 28371071PMC5497677

[28] KowalakJA, BruengerE, McCloskeyJA. Posttranscriptional Modification of the Central Loop of Domain V in Escherichia coli 23 S Ribosomal RNA (∗). J Biol Chem. 1995;270:17758–64. doi: 10.1074/jbc.270.30.17758 7629075

[29] WatkinsNJ, DickmannsA, LührmannR. Conserved stem II of the box C/D motif is essential for nucleolar localization and is required, along with the 15.5K protein, for the hierarchical assembly of the box C/D snoRNP. Mol Cell Biol. 2002;22:8342–52. doi: 10.1128/MCB.22.23.8342-8352.2002 12417735PMC134055

[30] KhannaM, WuH, JohanssonC, Caizergues-FerrerM, FeigonJ. Structural study of the H/ACA snoRNP components Nop10p and the 3′ hairpin of U65 snoRNA. RNA. 2006;12:40–52. doi: 10.1261/rna.2221606 16373493PMC1370884

[31] ZubradtM, GuptaP, PersadS, LambowitzAM, WeissmanJS, RouskinS. DMS-MaPseq for genome-wide or targeted RNA structure probing in vivo. Nat Methods. 2017;14:75–82. doi: 10.1038/nmeth.4057 27819661PMC5508988

[32] KuhlmanB, DantasG, IretonGC, VaraniG, StoddardBL, BakerD. Design of a novel globular protein fold with atomic-level accuracy. Science. 2003;302:1364–8. doi: 10.1126/science.1089427 14631033

[33] EylerDE, FrancoMK, BatoolZ, WuMZ, DubukeML, Dobosz-BartoszekM, et al. Pseudouridinylation of mRNA coding sequences alters translation. Proc Natl Acad Sci U S A. 2019;116:23068–74. doi: 10.1073/pnas.1821754116 31672910PMC6859337

[34] WhiteSA, HoegerM, SchweppeJJ, ShillingfordA, ShipilovV, ZarutskieJ. Internal loop mutations in the ribosomal protein L30 binding site of the yeast L30 RNA transcript. RNA. 2004;10:369–77. doi: 10.1261/rna.2159504 14970382PMC1370932

[35] RouskinS, ZubradtM, WashietlS, KellisM, WeissmanJS. Genome-wide probing of RNA structure reveals active unfolding of mRNA structures in vivo. Nature. 2014;505:701–5. doi: 10.1038/nature12894 24336214PMC3966492

[36] FinetO, Yague-SanzC, KrügerLK, TranP, MigeotV, LouskiM, et al. Transcription-wide mapping of dihydrouridine reveals that mRNA dihydrouridylation is required for meiotic chromosome segregation. Mol Cell. 2021 [cited 14 Jan 2022]. doi: 10.1016/j.molcel.2021.11.003 34798057PMC8792297

[37] SmolaMJ, RiceGM, BusanS, SiegfriedNA, WeeksKM. Selective 2′-hydroxyl acylation analyzed by primer extension and mutational profiling (SHAPE-MaP) for direct, versatile, and accurate RNA structure analysis. Nat Protoc. 2015;10:1643–69. doi: 10.1038/nprot.2015.103 26426499PMC4900152

[38] CarlileTM, Rojas-DuranMF, GilbertWV. Pseudo-Seq: Genome-Wide Detection of Pseudouridine Modifications in RNA. Methods Enzymol. 2015;560:219–45. doi: 10.1016/bs.mie.2015.03.011 26253973PMC7945874

[39] Bushnell B. BBMap. In: SourceForge [Internet]. [cited 2021 May 23]. Available from: https://sourceforge.net/projects/bbmap/.

[40] BushnellB, RoodJ, SingerE. BBMerge–Accurate paired shotgun read merging via overlap. PLoS ONE. 2017;12:e0185056. doi: 10.1371/journal.pone.0185056 29073143PMC5657622

[41] QuinlanAR, HallIM. BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics. 2010;26:841–2. doi: 10.1093/bioinformatics/btq033 20110278PMC2832824

[42] HomannOR, JohnsonAD. MochiView: versatile software for genome browsing and DNA motif analysis. BMC Biol. 2010;8:49. doi: 10.1186/1741-7007-8-49 20409324PMC2867778

[43] LeysC, LeyC, KleinO, BernardP, LicataL. Detecting outliers: Do not use standard deviation around the mean, use absolute deviation around the median. J Exp Soc Psychol. 2013;49:764–6. doi: 10.1016/j.jesp.2013.03.013

How the deposited data were processed for this re-analysis (not part of the article)

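RNA-seq of WT and DUS KO, 3 libraries each, was analysed. The 6 D-seq libraries of the same strains were not analysed here. For the RNA-seq libraries the authors deposited a table with the length, effective length, estimated count and TPM of each feature. The paper describes trimming with bbduk, collapse of PCR duplicates on the UMI with dedupe and alignment to sacCer3 with bbmap for its sequencing data as a whole, without versions. The program that gave the estimated counts is not given in the sources used here. Estimated counts are not normalized, and they are not whole where the authors' quantification divided reads between features. TPM values are normalized by effective length and library total and have the same sum in each library. Of the 6612 features, 5929 are in the RefSeq annotation of the R64 genome and 683 are not. None holds an intron. The intron percentages of RPL30, RPL16B and COF1, which were to be compared between the strains, were therefore not computed, nor were their alternatives.

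Totals of estimated counts ranged from 4336794 to 5652837 in WT and from 656162 to 5500084 in DUS KO. Features at 0 numbered 486, 811 and 274 in WT and 317, 324 and 868 in DUS KO. A count of 0 was read as a floor of 3 counts over the group, and small counts were given 95% exact intervals; both cover counting error only.

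Estimated counts were rounded to whole numbers. Features were kept by edgeR's filterByExpr, which left 5884 and took out 728, and libraries were scaled with TMM factors of 0.918, 0.878 and 1.03 in WT and 1.08, 1.09 and 1.03 in DUS KO. DUS KO was compared with WT by edgeR's quasi-likelihood test with robust dispersion and without a replicate block, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The biological coefficient of variation was 37.5%. On simulated counts with the same depths and 3 simulations of 5884 genes, the test called 97.2% of genes lowered by 6 on the log2 scale, 52.7% of those lowered by 2, 16.7% of those lowered by 1, 27.7% of those raised by 1, 76.5% of those raised by 2, and 25 of 16358 unchanged genes. Coding levels of RPL30, RPL16B and COF1 were also compared by two-sided exact permutation tests, for which 0.1 is the smallest p possible.

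Gene sets were tested with limma's camera on log2 CPM with a preset correlation of 0.01. The 8 sets were mRNAs with D sites in S3 Table, those with D sites in the CDS, those with D sites in the 3′ UTR, ribosomal protein genes, mRNAs with D sites that are not ribosomal protein genes, intron-containing genes, amino acid biosynthesis genes, and heat shock and protein folding genes. On simulated data with sets of 75 genes, camera called 3 of 3 sets shifted by -0.5 on the log2 scale and 1 of 57 unchanged sets. These calls were at an unadjusted p under 0.05. The simulated genes varied independently, so the rate does not show how often camera calls unchanged sets of correlated genes. With all libraries, TMM scaling and filterByExpr, the mean of no real set went below -0.32, and shifts of that size were not simulated. The gene sets, the rule for named genes and all alternatives but the one stated next were chosen before the data were examined. The genes named were DUS1 to DUS4, every gene the paper's text names that the files list, strain marker and mating-type genes, the nearest genes on each side of the DUS genes, and the genes of largest change in each direction among those called whose DUS KO libraries all lay on one side of the WT libraries, up to 5 each way. Other genes named in the closing section were chosen after their values were seen, as were the lists of lysine, phosphate and sulfur genes used there.

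The alternatives were median-ratio, upper-quartile and total-count scaling, no filter, at least 10 counts in every library, DESeq2, limma-voom, limma on log2 TPM with a pseudocount of 1 or 0.1 or a mean TPM of at least 10, a replicate block, removal of a trend with coding length or GC content (loess, span 0.75), a log2 fold change of at least 1 in size, and leaving out each library in turn. For the sets they also included an estimated correlation, limma's fry and 10000 random lists matched on expression. These lists were drawn from all genes tested, the genes of the set included. One alternative, which sums features that share reads, was chosen after the data were seen. Pairs of such features were searched for among 780 features with counts that are not whole in at least 4 libraries, by sums whole within 0.02 in every library. This gave 270 pairs, and the search found 100 of 100 simulated pairs and no wrong pair. Triples were searched for only with HYP2 and with PHO12, among features not whole in at least 1 library. This gave 1 triple, with HYP2, and none with PHO12. Every split of the 6 libraries into 3 and 3, 10 in all, was tested as well. The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.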

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

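The tests of depth and of shared reads, both tests for PHO12 and both tests for DUS3 were chosen only after the results were seen.

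LYS2 (YBR115C) is a strain marker that the paper does not discuss, and its reads nearly disappear in DUS KO. It had 148, 330 and 86 counts in WT and 2, 0 and 1 in DUS KO, which left 0.754% of the WT level with counts pooled over libraries (95% exact interval 0.155% to 2.22%) and 1.52% as a ratio of mean normalized counts. The log2 fold change was -6.85 (standard error 0.80, adjusted p = 0.00296 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was negative under all 18 alternatives that gave an adjusted p and under DESeq2, which gave none (-6.91). It stayed past the threshold in 14 of them, with adjusted p from 0.000808 to 0.442. The call was lost with limma-voom, with both pseudocounts on TPM and without DUS KO replicate 1 (log2 fold change -6.97, adjusted p = 0.0672). The lower depth of the DUS KO libraries is argued against, since 398 counts were to be expected at the WT level where 3 were found. Reads given to another feature are argued against by whole counts in all 6 libraries. Lower expression of the whole lysine pathway is argued against as the full cause. The other 8 lysine genes tested were all lower in DUS KO. Their differences in mean log2 CPM had a median of -0.36 (percentile 2.84 of 10000 expression-matched lists) and a lowest value of -0.64, and the lowest log2 fold change among them in edgeR's fit was -0.66 (LYS20), far from that of LYS2. A loss that reaches beyond LYS2 is argued against by its neighbours. RAD16, whose counts are whole, kept 64.5% of its WT level. The reads of TKL2 are shared with YBR116C, and both together had 74, 99 and 89 counts in WT and 55, 40 and 22 in DUS KO. The mutant came from a cross followed by tetrad dissection, so a lys2 allele that entered through the cross is a candidate explanation. It stays open, was not tested, and the design does not separate it from an effect of the missing DUS enzymes.

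PHO12 (YHR215W), an acid phosphatase gene that the paper does not discuss, was at 193 ± 32.4 CPM (SD, n = 3) in WT and 80.5 ± 5.94 (SD, n = 3) in DUS KO. Its log2 fold change was -1.26 (standard error 0.20, adjusted p = 0.0405 from edgeR's test), and it was negative under all 21 alternatives. It was past the threshold in only 8 of them, with adjusted p from 0.000114 (DESeq2) to 0.261. Leaving out WT replicate 2, WT replicate 3, or DUS KO replicate 1, 2 or 3 took the adjusted p to 0.0623, 0.0517, 0.251, 0.216 and 0.261, so the call rests on all of these libraries. Removing the trend with GC content gave 0.0617. A division of reads between PHO12 and PHO11 is argued against as the whole cause, since their summed counts were lower in every DUS KO library than in every WT library, with a log2 ratio of -0.92. These sums are not whole numbers, so further features may share reads with both genes. A search for 2 features whose counts add to those of PHO12 as whole numbers in every library found none. Sharing among more than 3 features was not searched for. A lower phosphate response stays open. DESeq2 also called PHO5, SPL2 and PHM6 lower, but 11 other phosphate-regulated genes went both ways, with 7 lower. Their differences in mean log2 CPM had a median of -0.13, at percentile 31.6 of matched lists. That list left out the genes already called, so it does not decide. An effect of the missing DUS enzymes and other differences between the strains also stay open, untested.

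DUS3 (YLR401C) is deleted in DUS KO according to the paper, and yet 64.1, 52.2 and 6.49 estimated counts were assigned to it in the DUS KO libraries, 123 in all. As a ratio of mean normalized counts, computed before rounding, it kept 52.3% of its WT level. RNA of WT cells in the DUS KO libraries is argued against, since on the same measure DUS1, DUS2 and DUS4 together kept 1.69%, and DUS2 alone, with counts in DUS KO replicate 3 only, kept 4.57%. A division of reads with YLR400W, a feature outside the RefSeq annotation, stays open. The counts of both features add up to whole numbers, and their sum hardly differed between the strains (log2 ratio -0.081, with overlapping libraries). Reads that stem from YLR400W alone and reads of a remaining part of DUS3 cannot be told apart, because only the sum is fixed by the reads and the totals do not show where along the sequence they lie. The paper reports genotyping by PCR, and the oligos it lists for DUS3 flank the coding part (922303 to 922327 and 924662 to 924686). The PCR products were not analysed here. No biological explanation was tested.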

How the results depend on the processing

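The alternative that sums features which share reads was the only one chosen after the data were seen, and it called 5 genes, the same 5 as edgeR on single features. None of the 5 is among the features that were summed, so this does not test their own reads. The intron percentages and their alternatives were not run, since no intron is among the features analysed.

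Of the 22 alternatives for the number of genes that differ between DUS KO and WT, 12 stayed within 1.5 times the 5 genes called by edgeR. Total counts alone gave 3 genes, all shared with the 5. A minimum of 10 counts in every library gave 1, because it leaves 3482 genes and takes out DUS1, DUS2, DUS4 and LYS2. DESeq2 gave 58, of which 20 were higher, 38 lower and 1 (PHO12) shared with edgeR, and its own filter left 3878 genes without an adjusted p, DUS1, DUS2, DUS4 and LYS2 among them. With limma-voom 0 genes were called, and 594 had an unadjusted p under 0.05. Limma on log2(TPM + 1) gave 10, on log2(TPM + 0.1) 6, and on genes with a mean TPM of at least 10 it gave 29, all higher in DUS KO. Removing the trend with GC content gave 3 genes and removing the trend with coding length gave 7. Leaving out 1 library gave 1 to 12 genes, with 12 without WT replicate 1 and 1 without DUS KO replicate 1. Apart from the filter of 10 counts, the cause was not tested. The balance of higher and lower genes moves with the scaling and unit, since the median log2 fold change of all genes was -0.02 with TMM, 0.16 with total counts, 0.22 with log2(TPM + 1) and 0.29 with log2(TPM + 0.1).

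Replicate numbers were tested as pairs. The deviations of WT and DUS KO libraries of the same number from their group means correlated across genes at 0.03, -0.04 and -0.07. These values give no sign of pairing. Libraries of unlike number were not compared in this way, so a weak pairing is not excluded. A replicate block called 3 genes, and a block with the length trend removed called 5. With the block, the intron-containing set had a mean of -0.0348 and lost its call.

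Among the called genes, DUS1, DUS2, DUS4, LYS2 and PHO12 stayed lower under every alternative that gave a value. Of the alternatives that gave an adjusted p, DUS1 lost its call in 2 of 18, DUS4 in 1 of 18, LYS2 in 4 of 18, DUS2 in 13 of 18 and PHO12 in 13 of 21. DUS3 was lower and uncalled in all 18. Among the uncalled genes, MFA1 passed the threshold in 2 of 21 alternatives (DESeq2 and without WT replicate 1, where its log2 fold change was 2.31 with adjusted p = 0.00266 in edgeR's test, against 0.000855 to 0.720 over all) and MFA2 in 4 of 21.

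Changes of direction concern genes close to 0 and never passed the threshold. On TPM (pseudocount 1, 0.1, and mean TPM of at least 10), log2 fold changes turned positive for RPL30 (0.0695), RPL16B (0.24), ALD6 (0.0746, 0.0755 and 0.0746), CFF1 (0.14), YNR014W (0.24, 0.25 and 0.24), RPL31B (0.28) and, with the first 2 settings only, ACC1 (0.0432 and 0.0503). With total counts alone they turned positive for RPL16B (0.11), CFF1 (0.0175), YNR014W (0.12) and RPL31B (0.11). With the GC trend removed they turned positive for RPL16B (0.0460), YNR014W (0.21) and RPL31B (0.0112). Leaving out 1 library gave -0.22 to 0.0119 for RPL16B (positive without WT replicate 1), -0.34 to 0.22 for YNR014W and -0.35 to 0.13 for RPL31B (both positive without WT replicate 2). Total counts and TPM also move all genes up; for the rest the cause was not tested.

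For the gene sets, values are means over the set of the difference in mean log2 CPM. Under total counts alone, which raise all genes, the D-site set was at 0.0511, its CDS part at 0.0657, its 3′ UTR part at 0.00850, intron-containing genes at 0.14 and amino acid biosynthesis genes at 0.0510. Camera compares a set with the other genes and still placed each of these lower, but without a call. Under an estimated correlation and under fry the means are unchanged (D-site -0.13, CDS -0.11, 3′ UTR -0.17, ribosomal protein -0.31, intron-containing -0.03, amino acid biosynthesis -0.13, heat shock -0.32) and every call was lost. Both tests allow for the correlation between genes found in these libraries, but whether this is why the calls were lost was not tested. The median of the set stood at percentile 38.4 of expression-matched lists for D-site mRNAs, 81.2 for the CDS part, 19.4 for the 3′ UTR part, 8.44 for intron-containing genes and 34.2 for amino acid biosynthesis genes, all inside the middle 95%. It stood at 90.0 for D-site mRNAs that are not ribosomal protein genes, also inside, and at 0 for ribosomal protein genes and 0.13 for heat shock genes, both outside. With median-ratio factors the intron-containing set was at -0.0286 and lost its call. Leaving out 1 library gave means from -0.16 to -0.10 for D-site mRNAs (call lost without WT replicate 2 or DUS KO replicate 2), -0.17 to -0.0773 for the CDS part, -0.21 to -0.14 for the 3′ UTR part, -0.0658 to 0.00287 for intron-containing genes, and -0.18 to -0.0814 for amino acid biosynthesis genes. In these last 4 sets the call was lost without DUS KO replicate 1 and without DUS KO replicate 2. It was also lost without WT replicate 1 or 2 for the CDS part and intron-containing genes, without WT replicate 2 or 3 for the 3′ UTR part, and without WT replicate 1 or 3 for amino acid biosynthesis genes. Ribosomal protein genes (-0.42 to -0.22) and heat shock genes (-0.40 to -0.27) kept their calls, and the D-site mRNAs that are not ribosomal protein genes had no call under any of 15 alternatives.

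Depth limits which features are seen at all. DUS KO replicate 3 holds 656162 counts, and thinning DUS KO replicate 1 to the depth of that library raised its features at 0, in rounded counts, from 328 to 606. In simulated data with the depths and variation of these libraries, over all expression levels, a gene lowered by 1 on the log2 scale was called in 16.7% of cases and one raised by 1 in 27.7%; the parts of depth and of variation between replicates were not separated.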

Differences from the paper's values

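The paper prints no value for the level of a coding sequence in the RNA-seq libraries, and its intron percentages (Fig 3E and S3D Fig) were not computed here, so no pair of values can be compared.

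The paper describes DUS KO as a deletion of all 4 DUS genes. DUS1 and DUS4 had 0 counts in DUS KO and DUS2 had 3, while DUS3 had 123 estimated counts and 52.3% of its mean WT level. No setting brought DUS3 past the threshold, and the alternative that sums features sharing reads, chosen after the values were seen, merges DUS3 with YLR400W.

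The paper calls the WT strain matched to DUS KO. Apart from the DUS genes, LYS2 fell by 6.85 on the log2 scale in DUS KO, and MET17 had 0, 92 and 155 counts in WT and 618, 290 and 37 in DUS KO (log2 fold change 2.27, adjusted p = 0.682 from edgeR's quasi-likelihood test). HIS3 (log2 fold change 0.17, adjusted p = 0.933 from the same test) did not differ, and LEU2 and URA3 were at 0 in all 6 libraries.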

Other observations

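The split of libraries for called genes, and the tests of shared reads, of RNA from DUS KO cells (with the mating-type RNAs and YLR302C), of depth, of base composition around the D sites and of the trend with expression were chosen only after the results were seen.

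Of the 10 ways to split the 6 libraries into 3 and 3, only the real one, 1 of 10, called at least 5 genes with edgeR; the other splits called 0 or 1. The smallest share that 10 splits can give is 0.1, so chance cannot be excluded by this test alone.

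Gene sets were compared by camera, with values given as the mean over the set of the difference in mean log2 CPM. The mRNAs with D sites (110 genes) were at -0.13 (adjusted p = 0.00836 from limma's camera with Benjamini-Hochberg adjustment over 8 sets), those with sites in the CDS (74 genes) at -0.11 (adjusted p = 0.0267, camera) and those with sites in the 3′ UTR (32 genes) at -0.17 (adjusted p = 0.0305, camera). The D-site mRNAs that are not ribosomal protein genes (77 genes) were at -0.07 (adjusted p = 0.169, camera). Ribosomal protein genes (137) were at -0.31 (adjusted p = 6.80e-12, camera), intron-containing genes (260) at -0.03, with a median of -0.14 (adjusted p = 0.0475, camera), amino acid biosynthesis genes (55) at -0.13 (adjusted p = 0.0305, camera) and heat shock and protein folding genes (30) at -0.32 (adjusted p = 0.000493, camera). The mean over all genes was 0.02. None of these calls held with an estimated correlation (smallest adjusted p 0.233) or under fry (smallest adjusted p 0.0822). Lower values were found in 74 of 110 D-site mRNAs, 48 of 74 with sites in the CDS and 23 of 32 with sites in the 3′ UTR. Of the D-site mRNAs that are not ribosomal protein genes, 45 of 77 were lower. The same held for 127 of 137 ribosomal protein genes, 168 of 260 intron-containing genes, 41 of 55 amino acid biosynthesis genes and 25 of 30 heat shock genes. Adjusted over the list alone, edgeR's test called 0 D-site mRNAs, 0 of those in the CDS, 1 in the 3′ UTR, 11 ribosomal protein genes, 0 D-site mRNAs that are not ribosomal protein genes, 0 intron-containing genes, 0 amino acid biosynthesis genes and 2 heat shock genes. Over all genes tested it called 0 in each list, where 29, 16, 9, 45, 18, 42, 5 and 7 had an unadjusted p under 0.05. LYS2, which edgeR did call, is not in the amino acid biosynthesis list. Over all genes, DESeq2 called 5 D-site mRNAs, 3 of those in the CDS, 2 in the 3′ UTR, 12 ribosomal protein genes, 0 D-site mRNAs that are not ribosomal protein genes, 8 intron-containing genes, 1 amino acid biosynthesis gene and 2 heat shock genes, all lower in DUS KO except 3 of the intron-containing genes, and limma-voom called 0 in each list. Neither was run on the lists alone. With total counts alone all sets but ribosomal protein genes (-0.13) and heat shock genes (-0.14) had a mean above 0.

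Chance was examined by the same 10 splits. A camera p as small as the real one was given by 2 splits for D-site mRNAs, 3 for the CDS part, 1 for the 3′ UTR part, 2 for ribosomal protein genes, 5 for the D-site mRNAs that are not ribosomal protein genes, 5 for intron-containing genes, 1 for amino acid biosynthesis genes and 1 for heat shock genes, the real split included in each. Chance cannot be excluded for any of them, as 10 splits give no share under 0.1. For ribosomal protein genes 6 of 10 splits gave a camera p under 0.05. The mixed splits still hold more libraries of one strain on each side, so part of a strain difference remains in them. Their number therefore does not show variation apart from the strain. But a mixed split gave a p as small as the real one, so the camera p does not single out the strain. A trend with expression level is argued against as the whole cause for ribosomal protein genes, whose median of -0.29 was at percentile 0 of 10000 expression-matched lists. Those lists had a median of -0.19 themselves, but they were drawn from all genes tested, ribosomal protein genes included. How far other genes of like expression share the difference was therefore not separated. Of the 110 D-site mRNAs, 33 are ribosomal protein genes, and the D-site set itself stood at percentile 38.4. Its lower level was thus not set apart from that of lists matched on expression. These lists can hold ribosomal protein genes as well, so expression and that family were not separated. An effect of D on these mRNAs, of the missing tRNA modification, or of growth stays open and was not tested.

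Apart from LYS2, no strain marker or mating-type gene was called by edgeR. MFA1 was higher in DUS KO (log2 fold change 1.62, adjusted p = 0.253 from edgeR's quasi-likelihood test), as were MFA2 (1.39, adjusted p = 0.136) and STE2 (0.68, adjusted p = 0.554), and DESeq2 called MFA1 and MFA2. Without WT replicate 1 edgeR called MFA1 (log2 fold change 2.31, adjusted p = 0.00266, against 0.000855 to 0.720 over all alternatives). MF(ALPHA)1 had 2 counts in all 6 libraries together, MF(ALPHA)2 had a log2 fold change of -1.24 (adjusted p = 0.686 from edgeR's test), and STE3 had at most 12 counts in a library. None of the 8 genes next to the DUS genes was called, with log2 fold changes from -0.78 (SFP1) to 0.59 (SEI1). Of the other genes the paper names, ALD6 was at -0.23 (adjusted p = 0.783, edgeR), which turned to 0.07 on log2(TPM + 1), and SEC63 at -0.37 (adjusted p = 0.728, edgeR).

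MET17 counts differed between WT libraries, with 0 in replicate 1, 92 in replicate 2 and 155 in replicate 3, against 618, 290 and 37 in DUS KO. Reads divided with another feature are argued against, since MET17 counts are whole in all 6 libraries. A change of sulfur and methionine regulation is argued against as well. Of 14 other sulfur and methionine genes, 1 was lowest in WT replicate 1 among the WT libraries and 6 were highest there. RNA of DUS KO cells in WT replicates 2 and 3 may add to these counts and stays undecided. MET17 stood there at 22.1% and 41.3% of its DUS KO mean. The RNAs nearly absent from DUS KO (DUS1, DUS2, DUS4 and LYS2 together) were at 0.739 of WT replicate 1 in WT replicate 3 but at 1.35 in WT replicate 2, and a single library as the reference does not fix either ratio. The mating-type RNAs that are higher in DUS KO go against it in WT replicate 3. At the share that MET17 gives there, MFA1 would be at 122 CPM or more, MFA2 at 32.6 and STE2 at 152, and they were at 61.5, 21.3 and 134. With the lowest share and the lowest DUS KO level the values needed are 85.4, 21.5 and 107, and of 1947 genes with at least 20 CPM in every DUS KO library 4 fell below what they would need, beyond counting error, against 2 in WT replicate 2. In WT replicate 2 the values needed at the mean share are 65.0, 17.4 and 81.1, and 57.7, 36.7 and 215 were found. MFA1 itself was at 171 in WT replicate 1, so its level differs between WT cultures. Expression in the WT cells only adds to the values needed, so this difference does not lower them. Those values assume that all MET17 counts there came from DUS KO cells, and a smaller share stays undecided. YLR302C, the feature that overlaps the 5′ end of MET17 on the other strand (chromosome XII, 732191 to 732553), was named after its values were seen. Its counts, whole in all 6 libraries, follow those of MET17, with 0, 2 and 19 in WT and 87, 34 and 3 in DUS KO (log2 fold change 2.73, adjusted p = 0.538 from edgeR's test). The next genes on each side, HRI1 (log2 fold change -0.02) and ACO1 (0.04), do not follow MET17. A difference at the MET17 locus between cultures, such as an allele or a deletion that reaches YLR302C, may underlie both and was not tested.

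HYP2, named after its values were seen, had 838, 1352 and 1785 estimated counts in WT and 0, 0.00416 and 9.57 in DUS KO (log2 fold change -7.81, adjusted p = 0.235 from edgeR's test). Without DUS KO replicate 3 edgeR called it (log2 fold change -13.36, adjusted p = 0.000469). Its reads are shared with ANB1 and YEL034C-A, and the sum of the 3 features did not separate the strains (log2 ratio -0.17). This is consistent with a division of reads between them that differs between libraries, and it gives no evidence that HYP2 RNA is lost. Of the 270 pairs of features that share reads, 214 include a feature outside the RefSeq annotation, so single estimated counts of such features are uncertain.

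WT replicate 2 is the deepest library and yet lists 811 features at 0, against 486 and 274 in the other WT libraries. Depth is argued against. Thinned to the 656158 rounded counts of the shallowest library, it had 1100 features at 0 on average over 20 draws, and the other libraries had 577 to 884. Few starting molecules with several reads each may explain it. For this, several reads of the same molecule must have remained after the collapse of PCR duplicates that the paper describes. WT replicate 2 had 0.208 features with 1 to 4 counts for each feature at 0, against 0.305 and 0.773 in the other WT libraries, but this ratio is partly fixed by the zeros themselves and does not decide. The biological coefficient of variation was 37.5% with all libraries and 29.0% without WT replicate 2. No biological explanation was tested.

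Around the D sites that the paper lists, all 129 nuclear mRNA sites and all 48 snoRNA sites lie 1 nt 3′ of a U. The legend of S2A Fig names scores at snRNA U positions, so a U at every site may stem from the site calling. For mRNA the paper does not say whether only U positions were kept. The listed position holds A at 99 mRNA sites (76.7%) and at 34 snoRNA sites (70.8%), and G at 0 and 3. Base composition around the sites is argued against as the cause, since U residues within 50 nt of the sites were followed by A at 21.8% (of 3936) in mRNAs and 19.7% (of 1610) in snoRNAs. In 10000 random draws of 1 such U per site the largest counts were 49 and 21, so the one-sided permutation p of 0.0001 is the smallest these draws can give. A preference of the enzymes, of the chemistry, or of the reverse transcription and ligation at the ends of cDNA stays open and was not tested.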
